A study of Mus musculus with 6 samples. Its data were reported in "Onecut1 and Onecut2 Play Critical Roles in the Development of the Mouse Retina" (2014).

How the data were processed

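Retinas of adult OC2-KO mice and wildtype littermates were profiled by the authors on Affymetrix mouse genome arrays, 1 array per sample and 3 per genotype. Per the labels and the study's methods, total RNA was amplified and biotin-labelled, and the authors background-adjusted and normalized the scans with MAS5, whose version is not given in the sources used here. The deposited values are linear intensities of 45101 probe sets, 1 column per array, scaled by the authors to a 2% trimmed mean of 500 on each array. Scanner files and detection calls were not analysed here. Because scaling fixes the mean of each array, a difference shared by all genes cannot be seen in these values.

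Groups came from the genotype given in the sample labels. Probe set names came from the platform annotation, in which 34945 probe sets had 1 gene symbol, 932 had several and 9160 had none, the control probe sets aside. Of these, 34754 matched a gene table of assembly GRCm38.p6 by gene number, which changed 0 symbols, and that table was used only for names and for the order of genes along chromosomes. No gene was named from a probe set with several symbols. No 2 arrays held identical values.

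The log2 of each intensity was taken, 64 control probe sets were left out, and a probe set was kept where the mean log2 intensity of either genotype exceeded 7, as in the study's methods. This kept 21176 probe sets, 18713 of them with 1 symbol. Differences between OC2-KO and OC2-WT were fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without a trend and without a block, on all 6 arrays with 4 residual degrees of freedom, two-sided, with Benjamini-Hochberg adjustment over the probe sets kept and a threshold of 0.05. All fold changes are on the log2 intensity scale, and the fold of a probe set near its background is uncertain.

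Of 31 gene lists fixed before the data were examined, 28 were tested, since 2 served as technical checks and 1 had fewer than 3 measured members. The study's text and gene tables, which report on these same arrays, were read before the data were examined. The stress list holds genes the study names, so the lists cannot be taken as blind to its results. Each gene was represented by its brightest probe set over all 6 arrays, which gave 11065 genes. Lists were tested with limma's camera at a preset correlation of 0.01, two-sided, with adjustment over the lists, and beside it with camera at an estimated correlation and with fry. Members were also counted after adjustment over the list alone. The position of genes relative to Onecut2 was tested with Fisher's exact test, two-sided, on genes with a probe set past an unadjusted p of 0.01, for the 100 genes on either side of Onecut2 in the annotation and for its chromosome, with Onecut2 left out. RNA quality was compared between genotypes by exact permutation tests, which cannot go below 0.1 with 3 against 3.

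The genes named in the text followed a rule fixed before the data were examined. It took every Onecut gene, the genes the study's text names for adult OC2-KO retina, in each direction the 10 genes with the smallest limma p among probe sets with 1 symbol whose OC2-KO values all lay on one side of the OC2-WT values, and up to 4 members of each list by smallest p. Other probe sets of such genes and genes near Onecut2 were looked at afterwards. Onecut2 was not counted among the 10 higher genes.

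The replicate numbers in the sample titles were checked as pairs before the fits were compared. Deviations from the genotype means correlated at 0.576, 0.590 and 0.585 within the numbers 1, 2 and 3 and at -0.429 to -0.135 between different numbers, so the numbers pair the arrays. The labels name littermates without saying that a number marks a litter, so the pairing rests on these correlations. The fit with the replicate block has 2 residual degrees of freedom and raised the count at an unadjusted p of 0.05 from 209 to 887.

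Alternatives fixed in advance were no filter, a filter at 8, quantile normalization, median centring, an intensity trend with and without robust estimation, array weights, the replicate block, a floor at 6, leaving out each array or pair 3, the methods' t-test and its unequal-variance form, and for lists the mean of a gene's probe sets, only probe sets with the plain suffix, an estimated correlation, fry and no genes named by the study. For the position test they were thresholds of 0.05 and 0.001, 50 and 200 genes on either side, and the replicate block. Leaving out pairs 1 and 2, a sex term, a term for number 3, the block with a trend, and 2 further checks of the position test were added after seeing the data. The robust estimate and both t-tests were not run for gene lists, since camera has no such form.

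The fits were tested on simulated data for 21176 probe sets with the real means and spreads, in which 50 probe sets each were given log2 changes of 1, 2, 3 and 4. Limma called 0, 18, 40 and 49 of them, and 1 of 20976 unchanged ones. With the replicate block it called 2, 27, 36 and 46, and 1 unchanged. Among 11065 genes, a simulated list of 10 genes shifted by 0.5 was called with the preset and the estimated correlation, and 0 of 20 unchanged lists were. Estimated correlations of the real lists ran from -0.25 (myelin) to 0.73 (lens). The simulated 0 of 20 therefore does not give the rate of false calls for the real lists at the preset correlation. Other equal splits of the real arrays that part every pair called 8, 3 and 3 lists with it.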

Results

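Total RNA from adult mouse retina was hybridised to 6 Affymetrix arrays, 3 from mice lacking Onecut2 (OC2-KO) and 3 from wildtype littermates (OC2-WT). Onecut2 is a cut-domain and homeodomain transcription factor that horizontal cells need. The single comparison of the series asks which transcripts differ in the mature retina when this factor is lost. Of 45101 probe sets per array, 21176 passed the expression filter, and these named 11065 genes. The median intensity ran from 94.9 to 110 across the 6 arrays, and the number of arrays limits the precision. The labels name littermates but do not say that each array came from a separate animal, so p-values measure the spread between these arrays, which may be partly technical. Arrays with the same number varied together and are called pairs here. By Xist and Y-linked transcripts, both arrays of pair 1 had a male pattern and both of pair 2 a female pattern, while pair 3 joined a female OC2-WT pattern with a male OC2-KO pattern. The log2 difference between the 3' and 5' probe sets of Actb was 2.95 and 3.39 in pair 3 and lay between 0.71 and 1.41 in the other arrays, with no separation of the genotypes over unpaired arrays (exact permutation test, two-sided, p = 0.6, smallest possible 0.1). Within pairs it was higher in OC2-KO in 3 of 3, by 0.30, 0.029 and 0.44.

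The 3 Onecut2 probe sets were higher in every OC2-KO array than in every OC2-WT array. For 1440005_at, log2 intensities were 6.61, 5.96 and 6.38 in OC2-WT and 8.87, 8.58 and 8.69 in OC2-KO, a difference of 2.40 ± 0.24 (SE) or 5.28-fold (limma, adjusted p = 0.210). Probe set 1460044_at stood at 5.28, 6.43 and 6.60 in OC2-WT and at 8.77, 9.23 and 8.83 in OC2-KO, a difference of 2.84 ± 0.38 (SE). Probe set 1444980_at stood at 6.09, 6.73 and 7.01 in OC2-WT and at 8.91, 9.21 and 8.52 in OC2-KO, a difference of 2.27 ± 0.31 (SE), and limma gave both an adjusted p of 0.559. With the replicate block and an intensity trend together, chosen after seeing the data, the adjusted p of 1440005_at and 1460044_at was 0.0392, the low end of a range over all alternatives that reached 1.00. The study places these probes at the 3' end of the gene and found its 5' part nearly undetectable, so their level is no check on the labels or on the loss of the protein. The related factor Onecut1 was lower in 3 of 3 pairs on 1450252_at, by a log2 difference of -1.80 ± 1.09 (SE), with OC2-KO replicate 1 at 2.82 against 6.64 and 7.22 in the other OC2-KO arrays. Onecut3 did not pass the filter, at a mean log2 intensity of 2.29 in OC2-WT and 1.95 in OC2-KO.

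Edn2, which encodes the vasoactive peptide endothelin 2, had the smallest limma p of any probe set. Its log2 intensity was 7.61 ± 0.11 in OC2-WT and 10.74 ± 0.50 in OC2-KO (SD, n = 3), an 8.73-fold difference seen in 3 of 3 pairs. Cebpd, a leucine zipper transcription factor of acute inflammation, stood 6.17-fold higher, at 7.98 ± 0.23 against 10.60 ± 0.88 (SD, n = 3). Socs3, the feedback inhibitor of JAK and STAT signalling, was higher by 2.78 ± 0.63 (SE) on 1416576_at. Onecut2 is described above and was left out of the ranking that follows. The other genes with the smallest p among those higher in all OC2-KO arrays were the anchoring filament gene Lad1 (1.64), Pcolce (1.76), which enhances procollagen processing, the uncharacterised 1700036A12Rik (2.41), the type IV collagen chain Col4a3 (1.00), the transmembrane protein gene Tmem26 (2.04), the stress-inducible Gadd45b (0.91) and Pbxip1 (0.98), whose product binds PBX homeodomain factors, all as log2 differences.

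Lman1, a cargo receptor between endoplasmic reticulum and Golgi, was lower on 1444037_at by a log2 difference of -3.40 ± 0.37 (SE), but its other 4 probe sets differed by 0.046 to 0.46. The membrane protein gene Minar2 differed by -3.24 ± 0.55 (SE) on 1437528_x_at and by 0.029 on its other probe set. The remaining genes with the smallest p among those lower in all OC2-KO arrays were the uncharacterised 1500015A07Rik (-1.87), the small membrane protein gene Smim10l1 (-1.80), the tropomyosin gene Tpm3 (-1.81), the gastrin releasing peptide gene Grp (-0.89), the phosphatase gene Ptpn2 (-1.04), the prion-like Sprn (-0.74) and the calbindin gene Calb1 (-0.76), as log2 differences. The RNA helicase gene Ddx47 belonged here too, at a log2 intensity of 10.05 ± 0.31 in OC2-WT and 9.05 ± 0.17 in OC2-KO (SD, n = 3). For Ptpn2 the other 3 probe sets ran from -0.74 to 0.27, and for Tpm3 their median was -0.24. Of the 9 genes with a probe set lower at an unadjusted p of 0.01, 5 lie on the chromosome that carries Onecut2, namely Lman1, Minar2, 1500015A07Rik, Grp and Ptpn2.

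No single probe set passed Benjamini-Hochberg adjustment at 0.05 with limma, and the smallest adjusted p was 0.210. At an unadjusted p of 0.05, limma counted 209 probe sets, 140 higher and 69 lower in OC2-KO, where 1058.8 would be the chance count if the arrays were independent. The arrays vary in pairs, however, and unchanged probe sets simulated with pairs gave 202 of 20976. Other equal splits of the real arrays that part every pair gave 171 to 252. By both, 209 lies near the count without any change. With the block, given below, the simulated count exceeded the real one, so the simulated pairing may not match that of the arrays. The methods' t-test counted 300 at the same threshold (172 higher, 128 lower) and its unequal-variance form 204, and both gave 0 after adjustment. In 694 probe sets the genotypes did not overlap, 364 higher and 330 lower, which is 3.28%, where chance gives 10% for independent arrays and no such value was computed for arrays that vary in pairs. The replicate block raised the unadjusted count to 887 (443 higher, 444 lower) with 0 passing adjustment, where simulated unchanged probe sets gave 1199 of 20976. Without the block, leaving out OC2-KO replicate 2 raised the count from 209 to 560. With the block and an intensity trend, chosen after seeing the data, 6 probe sets passed: Edn2, Cebpd and 2 of Onecut2 were higher, and Minar2 and Lman1 lower.

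**Figure D1:**
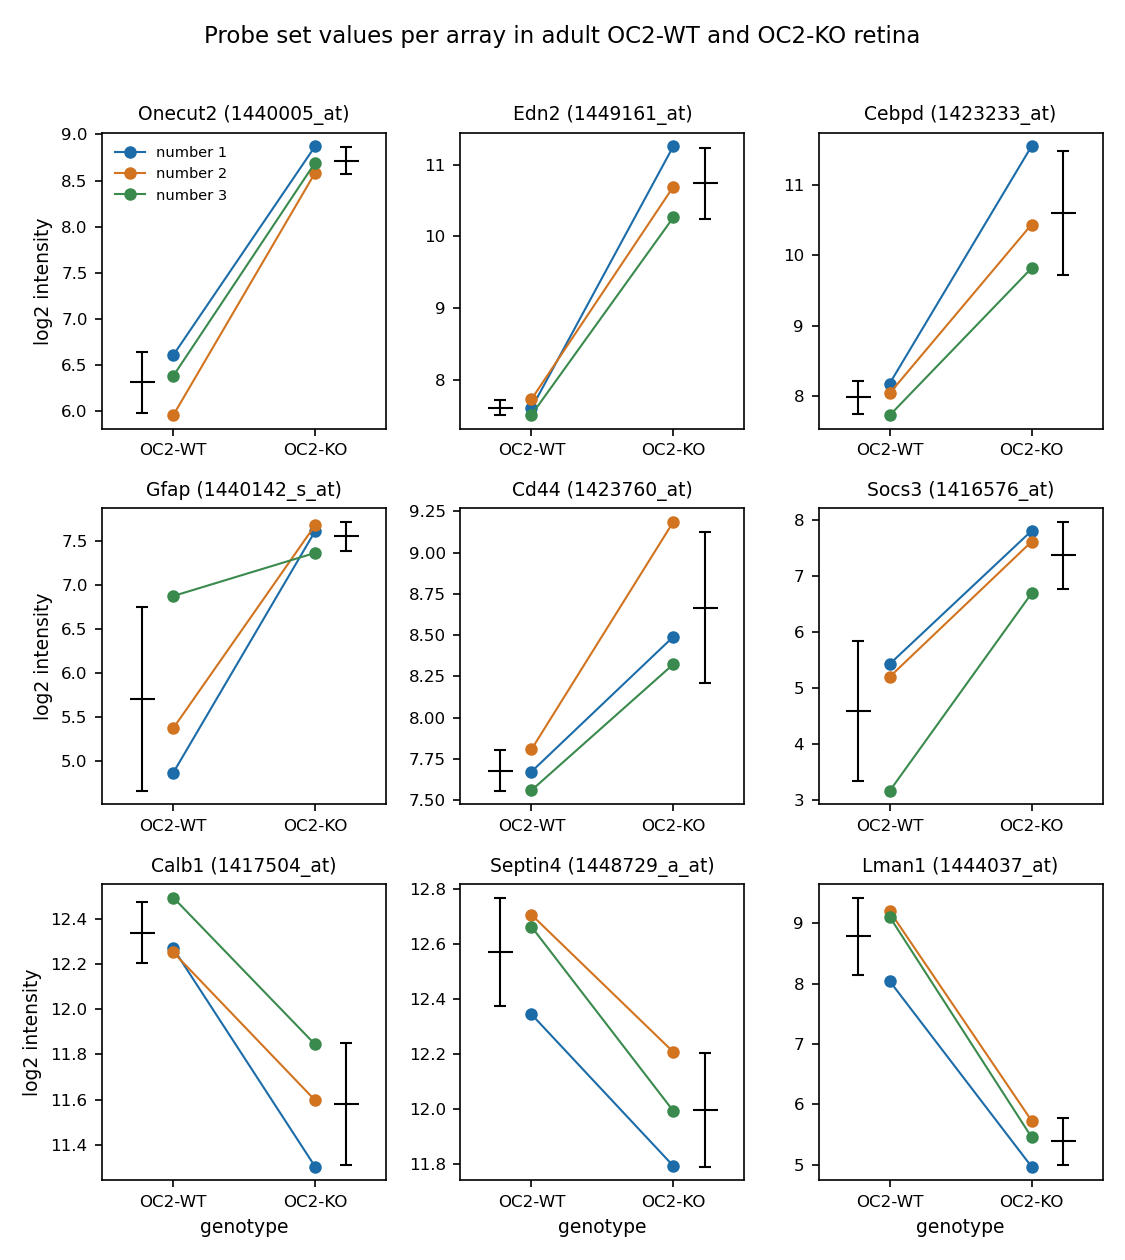
Log2 intensity of 9 probe sets (vertical axis, a separate scale in each panel) on each array, by genotype (horizontal axis), with points for arrays, lines joining arrays of the same number, and black bars for the mean and SD of 3 arrays. Edn2 lies between 7.51 and 7.72 on the OC2-WT arrays and between 10.26 and 11.26 on the OC2-KO arrays.

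Of 28 gene lists tested, 14 shifted as a group under limma's camera with the preset correlation of 0.01, 11 higher and 3 lower in OC2-KO. With a correlation estimated from these arrays, 1 list kept its call, the stress genes named by the study, and fry, which asks whether a list's genes move on balance one way, also called 1. No member of any list passed adjustment over all probe sets, and the counts adjusted over the list alone were 0 except where given below. Without OC2-KO replicate 2 the number of lists called was 9.

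All 4 measured stress genes that the study names were higher in 3 of 3 pairs, with a mean log2 difference of 2.06 (adjusted p = 6.91e-18, and adjusted p = 0.0425 with an estimated correlation). Adjusted over the list alone all 4 passed. The study reported these genes as higher on these same arrays. The direction, the p-values and the count of genes passing are therefore not independent evidence. The study looked among genes known to rise in retinal disease models, and it reported Gfap, Edn2 and Cebpd as higher by PCR too. Beside Edn2 and Cebpd the list holds Gfap, the intermediate filament of reactive glia, which was higher on its 3 probe sets by 1.40, 2.21 and 1.85, and Cd44, a hyaluronan receptor of Müller glia, higher by 0.99 and 1.08. Cebpd was higher by 1.14 on 1456605_at. C4b has no value here because its probe set names more than 1 gene. With the replicate block, the list had an adjusted p = 0.278 with an estimated correlation and 0.107 with fry, and apart from these it ran from 2.25e-21 to 0.0425 over the alternatives. The means of the microglia and macrophage list (0.48, adjusted p = 0.182 with an estimated correlation) and the astrocyte list (0.29, adjusted p = 0.453 with an estimated correlation, and 0.14 without OC2-KO replicate 2) were also above 0.

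In the list of IL-6 family and STAT3 signalling, 10 of 11 measured genes were higher, with a mean log2 difference of 0.94 (adjusted p = 1.47e-16, and adjusted p = 0.104 with an estimated correlation). Socs3 was higher by 1.19 on its brightest probe set, the oncostatin M receptor gene Osmr by 0.91 and the transcription factor gene Cebpb by 0.69. Adjusted over the list alone 2 genes passed, Edn2 and Cebpd, and with the replicate block 6 passed. The study reported Edn2 and Cebpd as higher on these same arrays, so neither their direction nor their passing here is independent evidence. Without the genes the study names, the list mean was 0.50 (adjusted p = 2.58e-07 at the preset correlation). That reduced list was not tested with an estimated correlation, with which the full list was not called. Pan-reactive glial genes were higher in 7 of 9 cases, with a mean of 0.65 (adjusted p = 2.85e-06, and adjusted p = 0.295 with an estimated correlation), and Lcn2, a secreted lipocalin of reactive astrocytes, was higher by 0.90. Gfap and Cd44 are among these 9 and were named by the study, and with the replicate block 3 members passed when adjusted over the list alone. The pan-reactive mean was 0.34 without OC2-KO replicate 2 (adjusted p = 0.0543) and 1.23 without OC2-KO replicate 3, with an adjusted p between 1.06e-16 and 0.704 over all alternatives. For IL-6 and STAT3 signalling that range was 2.62e-19 to 0.278, the highest with the replicate block and an estimated correlation.

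Microglia and macrophage genes were higher in 7 of 8 cases, with a mean log2 difference of 0.48 (adjusted p = 4.54e-06, and adjusted p = 0.182 with an estimated correlation). Tyrobp, the signalling adaptor of myeloid receptors, was higher by 1.05, Tmem119 by 0.84 and the cathepsin gene Ctss by 0.46, each in 3 of 3 pairs. All 5 measured complement genes were higher, with a mean of 0.59 (adjusted p = 0.000207, and adjusted p = 0.327 with an estimated correlation). Serping1, the inhibitor of the complement protease C1, was higher by 1.35 and passed when adjusted over the list alone, and C1qa was higher by 0.59. Genes of interferon response and antigen presentation were higher in 9 of 10 cases, with a mean of 0.47 (adjusted p = 6.83e-06, and adjusted p = 0.342 with an estimated correlation), and Ifitm3 and Ifit1 were higher by 1.03 and 1.30. Without OC2-KO replicate 2 the complement mean was 0.49 (adjusted p = 0.0543) and the interferon mean 0.15 (adjusted p = 0.154), and without OC2-KO replicate 3 they were 1.10 and 0.80. The interferon mean was 1.13, 0.47 and -0.18 in pairs 1, 2 and 3, and it was 0.23 without OC2-WT replicate 1 and 0.15 without pair 1 (adjusted p = 0.0808). Over all alternatives the adjusted p ran from 2.23e-11 to 0.772 for the complement list and from 9.70e-12 to 0.772 for the interferon list.

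All 8 measured horizontal cell genes were lower in OC2-KO, with a mean log2 difference of -0.50 (adjusted p = 2.77e-05, and adjusted p = 0.295 with an estimated correlation). Calb1, the calcium-binding protein that marks these cells, had a log2 intensity of 12.34 ± 0.14 in OC2-WT and 11.58 ± 0.27 in OC2-KO (SD, n = 3), and 2 more of its probe sets differed by -0.81 and -1.07. Septin4, a cytoskeletal GTPase, differed by -0.57 and -0.39 on its probe sets, and the homeobox factor Prox1 by -0.42. Onecut1 (-1.80) is also a member and weighs on the mean, and the median of the list was -0.31. Calb1 and Septin4 were picked by the study from these arrays, so neither their direction nor their p-values are independent evidence. Without these 2 genes the list mean was -0.45 (adjusted p = 0.0320 at the preset correlation). That reduced mean rests largely on Onecut1 (-1.80), since the other genes left differed by -0.42 (Prox1) to -0.022 (Tpm3). Calb1 and Septin4 alone passed when adjusted over the list alone with the replicate block, which made that count 2. The list mean was -0.88, -0.39 and -0.24 in pairs 1, 2 and 3 and -0.21 without OC2-KO replicate 1 (adjusted p = 0.0106), and the adjusted p ran from 4.09e-09 to 0.704 over all alternatives. Lhx1, a transcription factor of horizontal cells, did not pass the filter, and its probe sets differed by -1.63 and -1.89, each lower in 3 of 3 pairs. The first differed by -0.47, -3.93 and -0.48 in pairs 1, 2 and 3, with OC2-KO replicate 2 at 3.09 against 5.93 and 5.67 in the other OC2-KO arrays. The second had an SD of 2.44 in OC2-WT and 2.69 in OC2-KO, so both sizes are uncertain.

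Bipolar cell genes were lower in 14 of 16 cases, with a mean log2 difference of -0.39 (adjusted p = 4.54e-06, and adjusted p = 0.295 with an estimated correlation). Gpr179, an orphan receptor of ON bipolar cells, differed by -1.67, and the calcium-binding protein gene Cabp5 by -0.57, each lower in 3 of 3 pairs. Pcp2 and Car8, which the study picked, differed by -0.55, -0.24 and -0.28 and by -0.23, -0.23 and 0.23 on their probe sets. The bipolar mean was -0.19 without OC2-WT replicate 3 and -0.18 without OC2-KO replicate 1, and both kept the call. Amacrine cell genes were lower in 11 of 14 cases, with a mean of -0.15 (adjusted p = 0.00737, and adjusted p = 0.499 with an estimated correlation), among them the transcription factor gene Tfap2b (-0.46) and the tyrosine hydroxylase gene Th (-0.39). The amacrine mean was -0.0036 without OC2-KO replicate 1 (adjusted p = 0.661), -0.087 without OC2-WT replicate 2 (adjusted p = 0.162) and -0.24 without OC2-KO replicate 2. Over all alternatives the adjusted p ran from 2.22e-07 to 0.704 for the bipolar list and from 0.000842 to 0.780 for the amacrine list. The study saw no change in bipolar or amacrine cells by antibody staining. Its cell counts and in situ hybridization gave no significant difference for either cell type. From the bipolar genes it picked, it proposes that a subtle bipolar defect is possible. The lower list means do not by themselves show fewer cells.

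Cone photoreceptor genes were higher in 11 of 13 cases, with a mean log2 difference of 0.20 (adjusted p = 0.000951, and adjusted p = 0.295 with an estimated correlation). The cone transducin subunit genes Gngt2 and Gnb3 were higher by 0.56 and 0.53 and the cone phosphodiesterase gene Pde6c by 0.82, in 3 of 3 pairs, while the opsin kinase gene Grk1 differed by -0.82. Gnat2, the cone transducin alpha subunit gene, differed by 0.19, and Thrb, below the filter, by 0.23. The study named Gnat2 and Pde6c as cone markers of normal appearance in OC2-KO retina. The cone mean was 0.11 without OC2-WT replicate 2 (adjusted p = 0.122), 0.14 without OC2-KO replicate 3 (adjusted p = 0.0640) and 0.31 without OC2-KO replicate 2, with an adjusted p between 0.000122 and 0.704 over all alternatives.

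The remaining lists of retinal cells were not called. Rod genes were higher in 14 of 16 cases with a mean log2 difference of 0.11 (adjusted p = 0.389) that was -0.040 after quantile normalization. The rod list was called without OC2-WT replicate 3 (0.37) or OC2-KO replicate 2 (0.48), with array weights (0.37) and without pair 2 (0.23), and its mean was -0.13 without OC2-WT replicate 2, -0.091 without OC2-KO replicate 1 and -0.061 without OC2-KO replicate 3. Ganglion cell genes were higher in 5 and lower in 9 cases (mean -0.041, adjusted p = 0.630), and Müller glia genes higher in 7 and lower in 9, with a mean of -0.0075 (adjusted p = 0.775) that was 0.011 after median centring.

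Lens genes were higher in 13 of 14 cases, with a mean log2 difference of 0.88 (adjusted p = 1.87e-05, and adjusted p = 0.481 with an estimated correlation). The crystallin genes Cryba1, Crybb3 and Crygb differed by 0.91, 0.93 and 1.24. The list mean was -0.63, 0.85 and 2.42 in pairs 1, 2 and 3, and it was -0.10 without OC2-WT replicate 3 (adjusted p = 0.685) and 1.82 without OC2-WT replicate 1. Genes of astrocytes and the optic nerve head were higher in 6 of 7 cases, with a mean of 0.29 (adjusted p = 0.0209, and adjusted p = 0.453 with an estimated correlation). The urea transporter gene Slc14a1 was higher by 0.43 and the gap junction gene Gja1 by 0.93, and with the replicate block 1 member passed when adjusted over the list alone. The astrocyte mean was 0.19 without OC2-WT replicate 1 (adjusted p = 0.280) and 0.14 without OC2-KO replicate 2 (adjusted p = 0.525). Over all alternatives the adjusted p ran from 4.85e-17 to 0.780 for the lens list and from 8.18e-05 to 0.780 for the astrocyte list.

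Vascular endothelial genes were higher in 5 of 6 cases, with a mean log2 difference of 0.23 (adjusted p = 0.0391, and adjusted p = 0.380 with an estimated correlation), among them Plvap (0.61), a protein of fenestrated vessels, and the tight junction gene Cldn5 (0.47). The endothelial mean was 0.14 without OC2-WT replicate 1 (adjusted p = 0.195), 0.14 without OC2-WT replicate 3 (adjusted p = 0.302), 0.085 without OC2-KO replicate 2 (adjusted p = 0.524) and 0.23 without OC2-KO replicate 3 (adjusted p = 0.0978), and it was 0.40 without OC2-WT replicate 2 and 0.36 without OC2-KO replicate 1, with an adjusted p between 0.00296 and 0.780 over all alternatives.

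Genes of the retinal pigment epithelium were lower in 7 of 10 cases, with a mean log2 difference of -0.25. The adjusted p was 0.0671, and 0.612 with an estimated correlation. The visual cycle gene Rpe65 and the opsin gene Rrh differed by -0.66 and -0.47. The list was called with the replicate block (adjusted p = 0.00910). With the block it was not called at an estimated correlation (adjusted p = 0.483) or with fry (adjusted p = 0.589). The list was also called with a filter at 8 (0.0449), median centring (0.0479) or a trend (0.0430) and without pair 2 (0.0181). The list mean was 0.39 without OC2-KO replicate 1 and 0.099 without OC2-WT replicate 3. The list was called without OC2-WT replicate 1 (-0.50), OC2-WT replicate 2 (-0.33) or OC2-KO replicate 3 (-0.47). Its adjusted p lay between 0.00140 and 0.852 over all alternatives. All 3 measured pericyte and smooth muscle genes were higher (mean 0.20, adjusted p = 0.346), and the list was called without OC2-KO replicate 1 (0.57) or without pair 1 (0.44). Myelin genes were higher in 2 and lower in 2 cases (mean -0.092, adjusted p = 0.462), with the myelin cytoskeletal gene Ermn at -0.92. With the replicate block 2 of them passed when adjusted over the list alone. The myelin mean was 0.12, 0.23 and 0.20 without OC2-WT replicates 1, 2 and 3. It was 0.26, -0.040 and -0.31 without OC2-KO replicates 1, 2 and 3. Skeletal muscle genes were higher in 2 of 3 cases (mean 0.049, adjusted p = 0.965), and the red blood cell list had 1 measured gene, at 0.017, and was not tested.

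Immediate early genes were higher in 7 of 9 cases, with a mean log2 difference of 0.22 (adjusted p = 0.0361, and adjusted p = 0.499 with an estimated correlation), among them Junb (0.75) and Egr1 (0.51). That mean was 0.16 without OC2-WT replicate 2 (adjusted p = 0.208), 0.079 without OC2-WT replicate 3 (adjusted p = 0.545), 0.17 without OC2-KO replicate 1 (adjusted p = 0.252), 0.19 without OC2-KO replicate 2 (adjusted p = 0.243) and 0.34 without OC2-WT replicate 1, with an adjusted p between 0.00368 and 0.780 over all alternatives. Basement membrane genes were higher in 4 and lower in 6 cases, with a mean of 0.084, a median of -0.064 and an adjusted p of 0.190, although Col4a3 was higher by 1.00 and passed when adjusted over the list alone. Col4a4, its partner chain in type IV collagen, was higher by 0.86 in 3 of 3 pairs, and with the replicate block both passed on that count. The basement membrane list was called without OC2-WT replicate 3 (0.25) or OC2-KO replicate 1 (0.60), with a filter at 8 (0.19), without pair 1 (0.46) and with a sex term (0.29), and its mean was -0.11, -0.13 and -0.019 without OC2-WT replicate 1, OC2-KO replicate 2 and OC2-KO replicate 3.

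Genes of the unfolded protein response were higher in 10 of 14 cases (mean 0.10, adjusted p = 0.109), with Chac1, a glutathione-degrading enzyme gene, higher by 0.75. The other pathway lists were not called. These were heat shock (mean 0.082, adjusted p = 0.511), p53 and apoptosis (0.089, adjusted p = 0.317), the photoreceptor ribbon synapse (-0.080, adjusted p = 0.299), the cell cycle (-0.14, adjusted p = 0.317) and NRF2 targets of oxidative stress, whose mean was -0.0059 while the direction of its test was up (adjusted p = 0.979). Without OC2-WT replicate 1 the unfolded protein response (0.14), heat shock (0.22) and cell cycle (-0.31) lists were called, the unfolded protein response also without pair 2 (0.20), and the heat shock mean was -0.0080 without OC2-WT replicate 3 and the cell cycle mean 0.046 without OC2-KO replicate 1. Housekeeping genes, not tested, differed by a mean of 0.064.

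**Figure D2:**
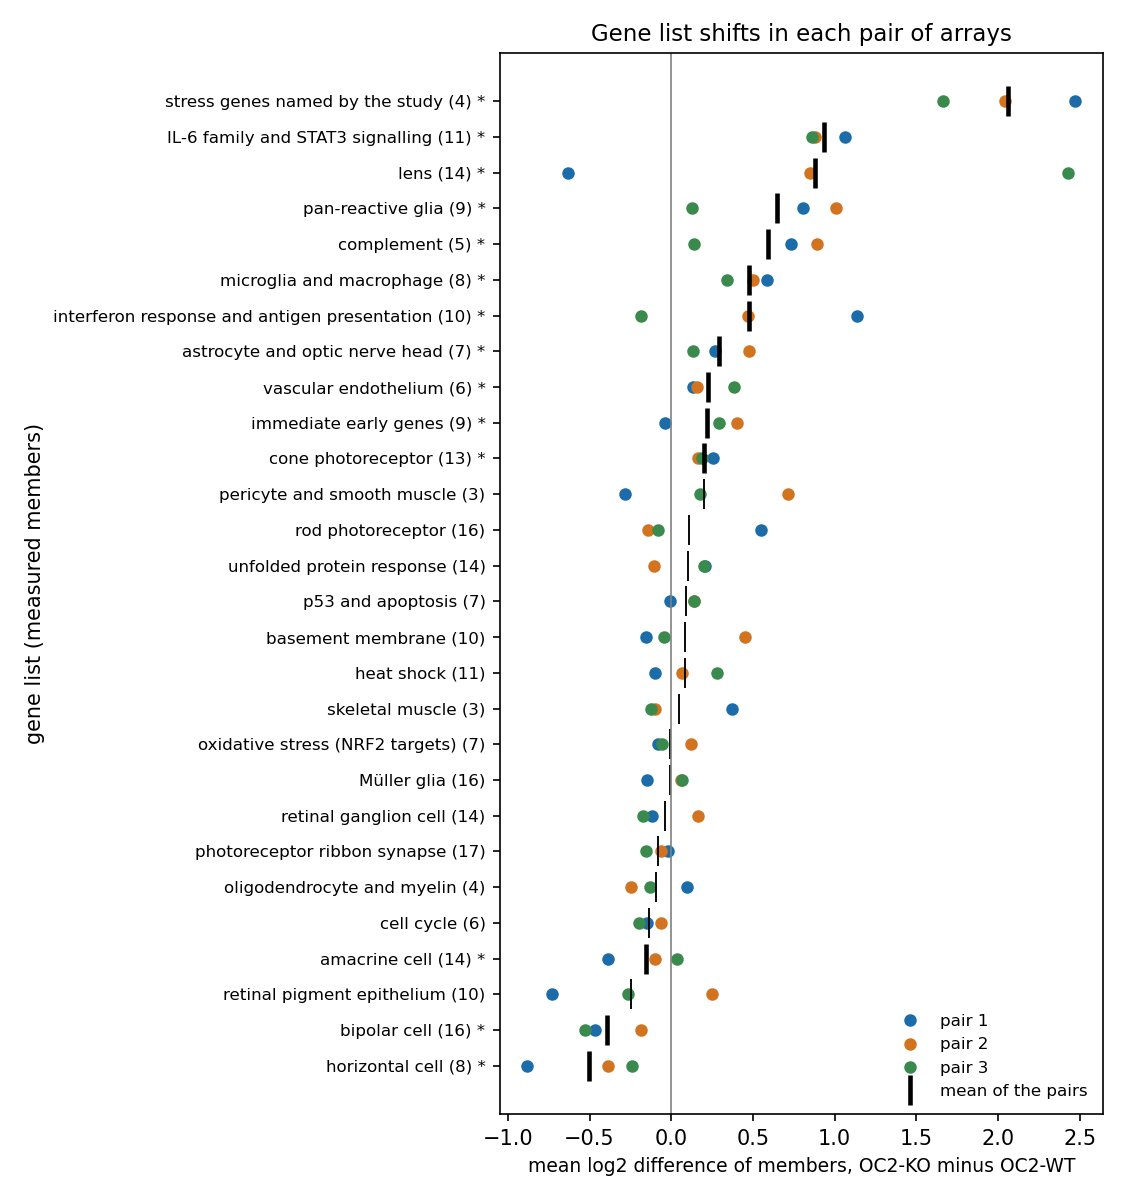
Mean log2 difference of each tested gene list's members between OC2-KO and OC2-WT (horizontal axis) in each of 3 pairs of arrays (points) and over the pairs (black bars, thick for called lists), with lists and their numbers of measured members on the vertical axis and stars on lists called with the preset correlation. The stress list lies between 1.66 and 2.47 in every pair, while the lens list runs from -0.63 to 2.42.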

Values the study reported

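The study reported that horizontal cells of OC2-deficient retinas at P21 stood at about 20% of the wildtype level. For Lhx1 on these arrays it gave a lower level with p = 0.159. It reported a significantly lower Lhx1 level in adult OC2-KO retina by PCR. By PCR it gave a 2-fold higher GFAP level in OC2-KO retinas, from n = 7 wildtype and n = 9 knockout animals, with p = 0.002.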

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

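The settings without both arrays of number 1 or 2, with the block and a trend, with a sex or a number 3 term, and the position tests on brightest probe sets and without single arrays were chosen only after the results were seen. Of 693 comparisons of gene list shifts with an alternative, 553 kept direction and side of the threshold, 66 kept direction alone, 24 passed the threshold anew and 50 changed sign, and for the 83 probe sets of named genes 1849 of 1863 kept both. The replicate block called the pigment epithelium list and changed no other call of a probe set or list with the preset correlation. It moved the count past an unadjusted p of 0.05 from 209 to 887, the odds ratio on the chromosome of Onecut2 to 2.11 and that of higher genes near Onecut2 to 2.69. That count was 1144 with no filter, 127 with a filter at 8, 436 with array weights, 377 with a term for number 3, 779 with the block and a trend, and 209 to 560 with single arrays left out. The block with a trend called 6 probe sets, among them Onecut2 1440005_at (2.40) and 1460044_at (2.84). With single arrays left out, the number of lists called ran from 9 to 16. Mean shifts then ran from 0.14 to 0.41 for astrocyte, 0.085 to 0.40 for endothelial, 0.11 to 0.31 for cone, -0.24 to -0.0036 for amacrine, 0.079 to 0.34 for immediate early, -0.10 to 1.82 for lens, 0.34 to 1.23 for pan-reactive, 0.44 to 1.10 for complement and 0.15 to 0.80 for interferon genes. Among lists not called, they ran from -0.13 to 0.48 for rod, -0.14 to 0.068 for ganglion cell, -0.10 to 0.13 for Müller glia, -0.50 to 0.39 for pigment epithelium, -0.31 to 0.26 for myelin, -0.22 to 0.21 for skeletal muscle, -0.14 to 0.11 for NRF2, -0.13 to 0.60 for basement membrane, -0.011 to 0.16 for p53, -0.0080 to 0.22 for heat shock, -0.31 to 0.046 for cell cycle, 0.013 to 0.16 for unfolded protein response, -0.13 to -0.0039 for ribbon synapse and 0.075 to 0.57 for pericyte genes. Car8 ran from -0.28 to 0.92 on 1457904_at and from -0.45 to 0.14 on 1424958_at, and Pcp2 1424944_at from -0.80 to 0.20. The odds ratio of higher genes ran from 0 to 13.5 near Onecut2 and from 0 to 8.10 on its chromosome, and at an unadjusted p of 0.05 it was 6.16 and 2.59. With single arrays left out, that of lower genes ran from 23.7 to 218 near Onecut2 and from 5.59 to 113 on its chromosome, and at an unadjusted p of 0.05 it was 21.9 and 5.31. On brightest probe sets alone the chromosome's odds ratio was 4.16. With no filter the shifts were 0.29 (astrocyte), 0.11 (myelin), 0.27 (NRF2) and 0.12 (immediate early), and with a filter at 8 they were -0.11 (amacrine), 0.0033 (Müller glia), 0.17 (endothelium) and 0.024 (NRF2). Quantile normalization gave -0.040 (rod) and 0.018 (NRF2), median centring 0.011 (Müller glia) and 0.013 (NRF2), and array weights 0.088 (ganglion cell), 0.25 (astrocyte), 0.052 (endothelium) and -0.55 for Car8 1457904_at. Without pair 3 the values were 0.049 for Pcp2 1424944_at, 0.11 (lens), 0.15 (endothelium), -0.017 (heat shock) and 0.18 (immediate early). Without pair 1 they were -0.11 (rod), -0.034 (amacrine), 0.067 (Müller glia), 0.16 (pigment epithelium), 0.19 (myelin), -0.11 (skeletal muscle), 0.15 (interferon) and 0.031 (NRF2). Without pair 2 they were 0.20 (astrocyte), 0.26 (endothelium), 0.13 (immediate early) and -0.10 (basement membrane). A sex term gave 0.18 for Pcp2 1424944_at, -0.065 (rod), -0.091 (amacrine), 0.077 (Müller glia), 0.55 (lens), -0.082 (skeletal muscle), -0.015 (heat shock), 0.023 (NRF2), 0.14 (immediate early) and 0.0066 (cell cycle). The mean of a gene's probe sets gave 0.24 (astrocyte), 0.15 (endothelium) and 0.20 (immediate early), and plain-suffix probe sets -0.10 (amacrine), 0.0068 (Müller glia), 0.27 (astrocyte), 0.23 (endothelium) and 0.064 (cell cycle). From no filter to plain-suffix probe sets, each amacrine, astrocyte, endothelial, immediate early, lens and interferon shift listed went with a lost call. Their adjusted p ran from 0.0512 (astrocyte, plain suffix) to 0.610 (amacrine, without pair 1). For lens it was 0.401 without pair 3 and 0.0696 with a sex term. The estimated correlation and fry left every shift as it was, at -0.50 for horizontal, 0.20 for cone, -0.39 for bipolar and -0.15 for amacrine cells, 0.29 for astrocytes, 0.48 for microglia, 0.88 for lens, 0.23 for endothelium, 0.65 for pan-reactive glia, 0.94 for IL-6 and STAT3, 0.59 for complement, 0.47 for interferon and 0.22 for immediate early genes. Each called 1 list, and each called 0 with the replicate block. The cause was not tested for any of these settings. Camera has no robust or t-test form, so these were not run for lists, and odds ratios without an upper bound at an unadjusted p of 0.001 have no value here. Probe sets near background carry more spread, which limits what the filter settings can show.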

Other observations

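The tests below were chosen only after the results were seen, except the position test, which was fixed before the data were examined but after the study's gene tables had been read. The 10 genes with the smallest limma p among those higher in all OC2-KO arrays leave out Onecut2. Of these 10, Edn2, Cebpd and Socs3 belong to the IL-6 and STAT3 list and Col4a3 to the basement membrane list. Lad1, Pcolce, Tmem26, Pbxip1 and Gadd45b are in none of the lists, and 1700036A12Rik is uncharacterised. Of the 9 genes with a lower probe set at an unadjusted p of 0.01, 5 lie on the chromosome that carries Onecut2, and Smim10l1, Ddx47, Sprn and Tpm3 lie elsewhere.

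The Gfap probe sets 1426508_at, 1426509_s_at and 1440142_s_at differed by 2.63-, 4.62- and 3.60-fold on 3 arrays per genotype, or by log2 differences of 1.40, 2.21 and 1.85 that became 0.83, 1.31 and 1.43 without OC2-WT replicate 1. With all arrays these are higher than the PCR value quoted from the study, which came from more animals. Without OC2-WT replicate 1, 1426508_at is lower than that value. The OC2-WT means of 1426509_s_at and 1440142_s_at were 5.87 and 5.71, below the filter level of 7, so their folds are uncertain. With a floor at 6 their log2 differences were 1.57 and 1.26.

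Among the 100 genes on either side of Onecut2, 4 of 53 measured genes had a probe set past an unadjusted limma p of 0.01, against 30 of 10992 elsewhere, an odds ratio of 29.8 (95% confidence interval 7.34 to 89.2, Fisher's exact test, p = 1.97e-05). Lman1 lies 33 genes from Onecut2, Grp 29, 1500015A07Rik 47 and Ptpn2 62, all 4 lower in OC2-KO. No gene with a higher probe set past 0.01 lay there. At an unadjusted p of 0.05, 3 genes with a higher probe set did (odds ratio 6.16, Fisher's exact test, p = 0.0153). With the replicate block 1 did at 0.01 (odds ratio 2.69). The ratio for both directions was 8.91 with the replicate block, 12.2 and 107 at unadjusted p of 0.05 and 0.001, 18.04, 37.3 and 20.8 without OC2-WT replicates 1, 2 and 3 and 19.7, 11.6 and 18.8 without OC2-KO replicates 1, 2 and 3. For lower probe sets alone the odds ratio was 178 (34.2 to 866, Fisher's exact test, p = 5.85e-08), but 18.2 with the replicate block and 21.9 and 424 at unadjusted p of 0.05 and 0.001. With 1 array left out it was 61.8, 218 and 107 without OC2-WT replicates 1, 2 and 3 and 108, 23.7 and 72.9 without OC2-KO replicates 1, 2 and 3.

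On the whole chromosome that carries Onecut2 the odds ratio was 6.51 (1.95 to 17.2, Fisher's exact test, p = 0.00177) for both directions, but 2.11 with the replicate block (Fisher's exact test, p = 0.0877) and 3.55 at an unadjusted p of 0.05. For lower probe sets it was 47.3 there, 3.93 with the replicate block, 5.31 at an unadjusted p of 0.05, 18.9, 113 and 29.8 without OC2-WT replicates 1, 2 and 3 and 75.1, 5.59 and 18.8 without OC2-KO replicates 1, 2 and 3. On the chromosome outside the 200 genes nearest to Onecut2, where Minar2 lies 124 genes away, it was 1.57 for both directions (Fisher's exact test, p = 0.479) and 11.4 for lower probe sets (Fisher's exact test, p = 0.103).

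Genes with lower probe sets were thus frequent close to Onecut2, with a ratio of 178 that ran from 18.2 with the replicate block to 424 at an unadjusted p of 0.001. DNA of another mouse strain kept around the targeted gene may lower the signal of single probe sets there through sequence differences, and the position test (178) leaves that open. A lower level of the whole transcript was argued against for Lman1, whose other 4 probe sets differed by 0.046 or more, and for Minar2, whose other probe set differed by 0.029. For Ptpn2 it stays open, since 1 of its other probe sets stood at -0.74, and so it does for Grp and 1500015A07Rik, which had no other probe set. Among changed genes with other probe sets, these moved comparably for 0 of 3 on the chromosome of Onecut2 and for 8 of 15 elsewhere. These shares were not told apart (Fisher's exact test, p = 0.216), so changes on single probe sets were not shown to be particular to that chromosome. The probe sequences and the strain of the targeted cells were not examined.

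The stress genes were higher in every pair of arrays, and 3 technical explanations were argued against. In pair 2, where the 3' to 5' difference of Actb differed least between the genotypes (0.029), the mean shift was 2.04, and in pair 3, where it differed most (0.44), the shift was lowest (1.66), so it did not follow RNA end bias. The lowest shift among the 2 pairs of like sex pattern was also 2.04, and the shift was 2.08 under quantile normalization (adjusted p = 2.44e-18). More microglia (0.48) or astrocytes (0.29) in the OC2-KO samples could raise part of the list, and whole-retina RNA (2.04 in pair 2) cannot tell a change in cells from a change within them. For Gfap the study's antibody staining showed more of the protein in Müller glia processes of OC2-KO retinas. It saw no change in the Müller glia population by staining. That observation bears on Gfap and not on Edn2, Cebpd or Cd44.

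Lens genes were higher by a mean of 0.88, but in pairs 1, 2 and 3 the shift was -0.63, 0.85 and 2.42. Without OC2-WT replicate 3 the mean was -0.10. Lens tissue carried along in some dissections may explain such uneven values (-0.10 without that array), and the arrays cannot exclude a change within the retina.

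With 10 ways to split the 6 arrays into 3 and 3, the share of splits as large as the real one cannot go below 0.1. For probe sets past an unadjusted p of 0.05 that share was 8 of 10, with 209 in the real split and 3223 as the highest other. Splits that part only 1 pair gave 974 to 3223, while the others that part all 3 pairs gave 179, 171 and 252, so the high counts follow the pairs of arrays. With the replicate block the real split gave 887 and those 3 gave 969, 1011 and 1082. For gene lists called, 1 of 10 splits reached the real 14. The highest other, which parts 1 pair, gave 11, and the others that part all 3 pairs gave 8, 3 and 3. The split with 11 sets the 3 arrays of male pattern against the 3 of female pattern. It gave 3112 probe sets past an unadjusted p of 0.05, so sex may add to its counts.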
